A study of Mus musculus with 8 samples. Its data were reported in "Comprehensive transcriptome analysis reveals altered mRNA splicing and post-transcriptional changes in the aged mouse brain" (2024).

How the data were processed

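RNA abundance was measured by RNA sequencing of brain hemispheres from 8 male mice, 4 aged 6 months (6m, young adult) and 4 aged 24 months (24m). Each library came from a separate animal, and the age group and replicate number of each library were taken from the sample titles. The animals were C57BL/6JRj, a substrain of the common laboratory inbred strain C57BL/6, and formed the second of the study's cohorts, processed in another sequencing facility than the first. Libraries were poly(A)-selected and stranded, and were sequenced as single-end reads on a HiSeq4000. The labels and the study's methods name different preparation kits, both poly(A)-selecting and stranded, and the deposited count table is named as that of a "total fraction", a term that neither explains.

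The authors deposited raw read counts per gene. According to the study's methods for its short-read data, adapters were trimmed with Trim Galore, reads were aligned with HISAT2 to the mouse genome GRCm39 with its Ensembl annotation, and reads were assigned to genes with featureCounts. The settings for strand and for reads with several alignments were not stated, so genes that overlap another gene and genes with near-identical copies (for example the paired alpha-globin and beta-globin genes, alpha-tubulins and histones) have uncertain counts. The deposited count table held 22430 genes, of which 3604 had a count of 0 in every library. All 8 columns of the table were used. Gene names, positions, classes, exonic lengths and GC shares came from the GENCODE vM39 annotation of GRCm39, the same assembly as in the study with another annotation release. Of the gene identifiers, 22281 matched this annotation and 149 did not, and 96.8% of the matched genes were protein-coding. Xist was not analysed here.

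Counts were analysed as deposited. Genes with more than 5 reads in at least 4 libraries were tested (15524 genes), following the study's removal of genes with 5 or fewer reads. Library sizes were scaled with TMM factors, and 24m was compared with 6m with no covariate by edgeR 4.0.16 (R 4.3.3), with the robust quasi-likelihood F-test and Benjamini-Hochberg adjustment. A gene was called at an adjusted p of 0.05 or less and an absolute log2 fold change of at least 0.58, the thresholds of the study. The study itself gave DESeq2 counts that had passed a quantile and then a row-wise median normalization; DESeq2 after quantile normalization alone, without the row-wise step, was run as an alternative. Log2 fold changes are 24m over 6m throughout, and standard errors were derived from the F-statistic. CPM values were scaled with TMM, and log2 CPM was computed with a prior count of 2.

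Gene set tests used camera in limma 3.58.1 with a preset inter-gene correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over 35 lists. The lists were written before the data were examined. They comprised the genes that the study's Results name with a direction, marker genes of brain cell types, brain regions, blood and pituitary, synaptic, neuropeptide, immune, immediate early, neurogenesis and matrix genes, sex label genes, and families matched by symbol or chromosome (cytosolic and mitochondrial ribosomal proteins, nuclear-encoded respiratory chain subunits, the mitochondrial genome, spliceosomal Snrp and Sf3 genes, and the X and Y chromosomes). They stand in for the gene ontology terms of the study, which were not used here. For each library, a list score was the mean log2 CPM over the genes of a list, and scores were compared by an exact two-sided permutation test over all 70 assignments of the libraries. With 4 against 4 the smallest p this test can give is 0.0286, and adjusted over 35 lists the smallest value reached was 0.0385.

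The relation to gene length was measured across genes as the Spearman rho of the log2 fold change with exonic length and exonic GC share. It was also measured within each library as the rho of the deviation of each gene's log2 CPM from its mean over the 8 libraries, and the per-library values were compared by the exact permutation test. Principal components were computed from centred, unscaled log2 CPM of all tested genes.

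The depth was between 13.9 M and 25.02 M (units of 1e6) counts per library. At the median gene of the table, counting error alone was 14.1% in 6m (median count 50.5) and 9.66% in 24m (median count 107). The biological coefficient of variation estimated by edgeR was 11.4%. On data simulated for the 24m against 6m comparison from the means and library sizes of the same 15524 genes, with 200 genes changed by a log2 value of 1 in either direction, the gene test recovered 81.5% of the changed genes, all with the right sign, and called 8 unchanged genes. In a simulation with a length trend only, 5610 genes were called without the length and GC correction described below and 1 with it. No pair of libraries in an age group agreed within sampling noise: chi-square per degree of freedom lay between 4.20 and 26.6 over the 12 pairs, so each library counted as 1 replicate.

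Genes were named by a rule fixed before the data were examined. The named genes were those the study's Results name with a direction, the 6 with the largest rise and the 6 with the largest fall among called genes with a mean log2 CPM of at least 2 and no overlap between the age groups, the 3 with the smallest p in each direction, the sex label genes, and the highest and lowest member of each list that passed its set test, also at a mean log2 CPM of at least 2. Predicted genes and pseudogenes took no place among the largest and smallest values. Some genes that met this rule are not reported here.

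The alternatives were DESeq2 1.42.0, limma-voom, quantile normalization followed by DESeq2, DESeq2 size factors, library size only, upper quartile factors, no filter on low counts, edgeR's filterByExpr, no fold change minimum, a test against the fold change minimum (glmTreat), the replicate number as a block, thinning to the smallest library, 1 surrogate variable (sva 3.50.0), leaving out the mitochondrial genome, and leaving out each library in turn. A further alternative removed a loess trend (span 0.3) of each library's log2 CPM deviation on GC and log10 exonic length as an offset. Gene sets were also tested with fry and with camera's estimated correlation. The offsets with the longest transcript in place of the exonic length, and the sex chromosome shares over the effective library size or over tested genes only, were added after the data had been seen. Genes without annotation (46 of the tested genes) received no offset. Isoforms, splicing, long reads and the first cohort were not analysed here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.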

Results

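To describe the transcriptome of the aging brain in a second set of animals, counts of reads per gene were examined in 8 libraries of brain hemispheres from male mice, 4 of 6 months (6m) and 4 of 24 months (24m). Total counts, in units of 1e6 counts (M), lay between 13.9 M and 17.9 M in 6m and between 19.96 M and 25.02 M in 24m. The mean was 16.6 M ± 1.79 (SD, n = 4) in 6m and 21.6 M ± 2.32 (SD, n = 4) in 24m, and no library of one group reached the range of the other (exact two-sided permutation test, p = 0.0286, the smallest value that 4 against 4 libraries allow). The groups also differed in composition. The 10 most abundant genes of a library took 10.5% ± 0.550 (SD, n = 4) of the counts in 6m and 6.96% ± 0.192 (SD, n = 4) in 24m. Genes of the mitochondrial genome took 8.52% ± 0.999 (SD, n = 4) in 6m and 4.87% ± 0.244 (SD, n = 4) in 24m. The TMM factor, which scales for composition, was 0.894 ± 0.0429 (SD, n = 4) in 6m and 1.12 ± 0.0216 (SD, n = 4) in 24m. Each of these 3 measures separated the groups completely (exact permutation p = 0.0286 for each).

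How far the libraries differed from each other was examined with principal components (PC) and with Spearman's rho for each pair. PC1 carried 81.2% of the variance of log2 CPM over 15524 tested genes and PC2 carried 5.27%. The PC1 score was -57.9 ± 13.9 (SD, n = 4) in 6m and 57.9 ± 12.7 (SD, n = 4) in 24m (exact two-sided permutation p = 0.0286). The share of PC1 moved most, to 90.2%, when only the 500 most variable genes were used. Across genes, rho between libraries of the same age lay between 0.988 and 0.997 in 12 pairs, and between libraries of different age between 0.894 and 0.956 in 16 pairs. One aged library, 24m replicate 4, lay apart from the other 3 on PC1, at a score of 76.7 against 48.9 to 53.4.

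**Figure D1:**
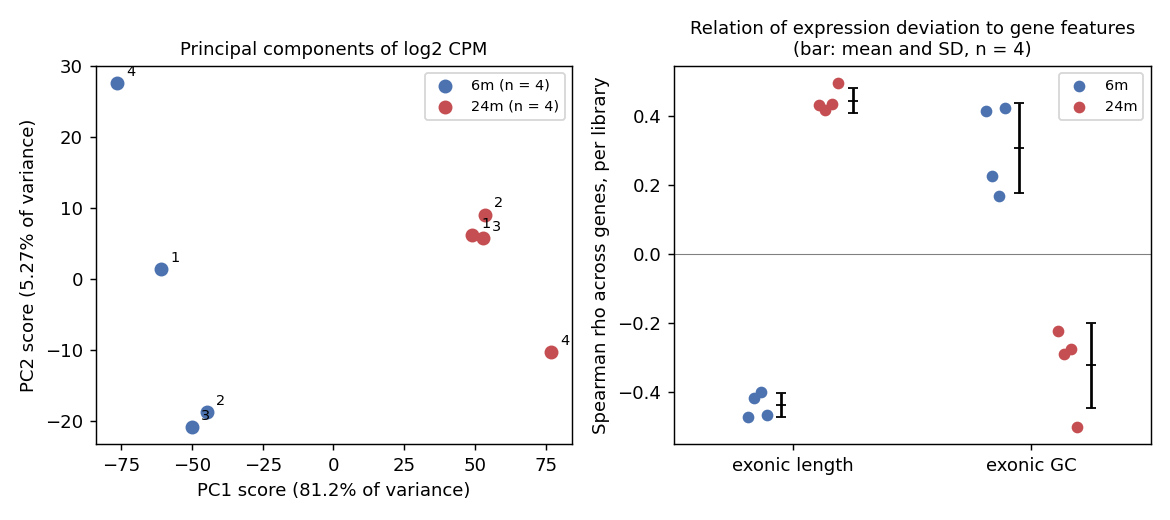
Left, scores of the 8 libraries on the first 2 principal components of log2 CPM, labelled by replicate number and coloured by age group. Right, Spearman rho across genes, per library, of the log2 CPM deviation from the mean of all libraries with exonic length or exonic GC share. Bars give mean and SD of 4 libraries. Every 6m library has a negative and every 24m library a positive rho with length. Because deviations are from the mean of all libraries, these opposite signs are a single contrast.

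The first comparison asked which genes differ in abundance between the aged and the young adult brain. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 7983 genes were called (adjusted p of 0.05 or less and an absolute log2 fold change of at least 0.58), which is 51.4% of the tested genes. Of these, 4373 were higher and 3610 were lower in 24m, so that 54.8% of the called genes were higher. By adjusted p alone, 11096 genes differed. The CPM ranges of the age groups did not overlap for 10263 genes, 66.1% of those tested, where chance gives 2.86% for 4 against 4 libraries, and 7490 of the called genes were among them. The central 90% of log2 fold changes lay between -1.24 and 1.88. Among alternatives that kept the fold change minimum, the count moved most, to 5727, when the fold change itself was tested against the minimum (glmTreat). The split between directions depended on the scaling: with library size only, 6020 genes were higher and 1847 lower (76.5% higher), the median log2 fold change of all genes being 0.33 under that scaling and 0.0073 under TMM. With quantile normalization and DESeq2, 46.7% of 7868 called genes were higher, at a median of -0.10 over all genes. With GC and length offsets, 46.5% of 6896 were higher, and 5066 of the genes called without offsets were also called.

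Among the largest rises were those of Lmbrd2 (ENSMUSG00000039704, chromosome 15, 9140562 to 9202569, GRCm39), Ppp1r9a, Plcxd2, Grik3 and Ddx6, all protein-coding. Lmbrd2 rose from 0.498 CPM ± 0.128 (SD, n = 4) to 7.05 CPM ± 3.02 (SD, n = 4), a log2 fold change of 3.82 (SE 0.33, edgeR adjusted p = 2.62e-08). Its value in 24m replicate 4 was 11.6 CPM, against 5.14 to 5.82 CPM in the other aged libraries. Grik3 (ENSMUSG00000001985, chromosome 4, 125384202 to 125607966), a kainate receptor subunit, rose from 2.26 CPM ± 0.359 (SD, n = 4) to 24.9 CPM ± 4.41 (SD, n = 4), a log2 fold change of 3.45 (SE 0.17, edgeR adjusted p = 7.75e-11). The log2 fold changes of Ppp1r9a, Plcxd2 and Ddx6 lay between 3.43 and 3.46. The smallest p among rising genes was that of Bsn (ENSMUSG00000032589, chromosome 9, 107973221 to 108067629), which encodes the presynaptic scaffold bassoon and rose from 38.6 CPM ± 2.31 (SD, n = 4) to 249.6 CPM ± 22.2 (SD, n = 4), a log2 fold change of 2.69 (SE 0.089, edgeR adjusted p = 6.70e-12). Efr3b (2.47) and Prrc2b (2.38) followed. The longest annotated transcripts of these 8 genes were between 6589 and 15984 bases.

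The largest falls belonged to S100a5, Doc2g, Nmb, Hbb-bs, Hba-a1 and Cartpt. S100a5 (ENSMUSG00000001023, chromosome 3, 90515805 to 90519087) fell from 13.1 CPM ± 5.39 (SD, n = 4) to 1.197 CPM ± 2.31 (SD, n = 4), a log2 fold change of -3.46 (SE 1.12, edgeR adjusted p = 0.0293). In 24m it was at 4.66 CPM in replicate 4 and at most 0.0881 CPM in the other 3 libraries, and without 24m replicate 4 the log2 fold change of the gene S100a5 was -8.07, a value that rests on counts near 0. Its call was lost with DESeq2 (adjusted p = 0.0511), quantile normalization and DESeq2 (0.0571), glmTreat (0.0592), the replicate number as a block (0.0504), GC and length offsets (0.0579; 0.0839 with the block), longest transcript offsets (0.0688), and without 6m replicate 1, 6m replicate 4, 24m replicate 1 or 24m replicate 2 (edgeR adjusted p between 0.0504 and 0.0650). Doc2g (ENSMUSG00000024871, chromosome 19, 4052131 to 4057200) fell by 2.62 on the log2 scale (SE 0.68, edgeR adjusted p = 0.0117) and by 3.62 without 24m replicate 4; it was not called with the replicate block and offsets together (adjusted p = 0.0559). Nmb, a neuropeptide gene, fell from 18.8 CPM ± 4.10 (SD, n = 4) to 3.80 CPM ± 1.62 (SD, n = 4), a log2 fold change of -2.31. The globin genes Hbb-bs (-2.29) and Hba-a1 (-2.20) have near-identical neighbours, Hbb-bt and Hba-a2, so the split of reads between copies is uncertain; both copies fell. Cartpt (ENSMUSG00000021647, chromosome 13, 100034990 to 100047006) fell from 67.0 CPM ± 15.2 (SD, n = 4) to 14.7 CPM ± 1.48 (SD, n = 4), a log2 fold change of -2.19 (SE 0.14, edgeR adjusted p = 9.33e-10). The smallest p among falling genes were those of Timm8b (-1.47), Hbb-bs and Arhgdig (-1.62).

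The second comparison asked whether the genes that the study names with a direction, from its first cohort, moved the same way in these animals. Of the 26 genes named as higher with age, 25 were higher in 24m and 22 were called higher, with a median log2 fold change of 2.10. Of the 18 genes named as lower, 17 were tested, of which 15 were lower and all 15 of these were called, with a median of -1.06. The counts of calls adjusted over the list alone were the same, 22 and 15. Against the share of all tested genes that were higher (50.2%) or lower (49.8%), the one-sided exact binomial p was 4.53e-07 for the genes named as higher and 0.0011 for those named as lower; genes of a list are not independent, and these values describe the lists only. Of the genes named as lower, those that were not lower were Uqcrc2 (0.0071, SE 0.075, edgeR adjusted p = 0.936) and Ube3a, which was called higher (1.19, SE 0.24, edgeR adjusted p = 2.41e-04). Vim (0.50), Snap25 (0.56) and Ncam1 (0.45) rose by less than the fold change minimum; the gene Snap25 passed it without 6m replicate 2 (0.65) or 3 (0.64) and without 24m replicate 1 (0.61), 2 (0.62) or 3 (0.62). With quantile normalization and with library size only, all 3 passed it. The gene Sirt6, named as lower, lay at the minimum (-0.59) and was not called with library size only (-0.26), upper quartile factors (-0.55), no filter (-0.56), filterByExpr (-0.57), glmTreat (adjusted p = 0.447), 1 surrogate variable (-0.54) or longest transcript offsets (-0.54), nor without 6m replicate 1 (-0.54), 6m replicate 4 (-0.56), 24m replicate 3 (-0.54) or 24m replicate 4 (-0.48). The potassium channel genes Kcna2, Kcnd3, Kcnj2, Kcnj10 and Kcnk9 rose by between 2.96 and 3.32 on the log2 scale. The astrocyte gene Gfap rose by 1.27 (SE 0.10, edgeR adjusted p = 1.03e-08). The alternative that moved these counts most was library size only for the genes named as lower (11 called) and the GC and length offsets for those named as higher (18 called). With the offsets, Ube3a was no longer called (0.13), while the number of study-named genes called against the named direction was 1 with and without them.

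**Figure D2:**
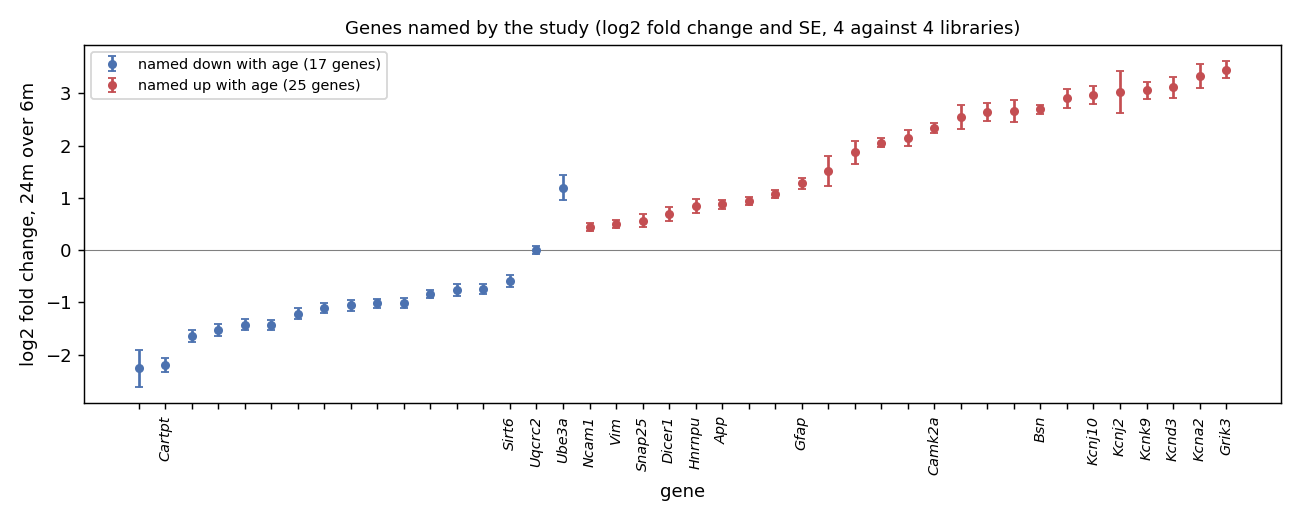
Log2 fold change of 24m over 6m with its SE for genes that the study names as lower (17 genes) or higher (25 genes shown) with age, ordered by value within each direction; genes named in the text are labelled. Among the genes named as lower, Uqcrc2 and Ube3a lie above 0.

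Gene set tests asked whether groups of genes with a shared function moved together. By camera, 16 of 35 lists were called, 6 higher and 10 lower in 24m. All 16 also passed fry, and none passed camera with an estimated inter-gene correlation (smallest adjusted p 0.26, with 6 lists at an unadjusted p under 0.05). In the 18 splits of the 8 libraries that put 2 of each age on both sides, camera called between 1 and 16 lists, so the list scores per library are given as the test over animals. Scores of 26 of the 35 lists did not overlap between the age groups, each with an exact permutation p of 0.0286 and an adjusted p of 0.0385. The CPM ranges of 66.1% of single tested genes did not overlap either, so this separation is not by itself specific to a list. For 33 of the 35 lists, the number of called genes adjusted over the list alone equalled that over all genes tested, and for the other 2 (pituitary and collagen matrix) it differed by 1.

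Lists that fell were dominated by genes of protein synthesis and mitochondrial respiration; here and for the lists that rose, the highest and lowest members are those among genes with a mean log2 CPM of at least 2. Of 81 cytosolic ribosomal protein genes, all were lower in 24m and 79 were called, with a median log2 fold change of -1.33 (camera adjusted p = 5.08e-44). The list score fell from 9.10 ± 0.172 (SD, n = 4) to 7.80 ± 0.0913 (SD, n = 4). The values ranged from Rps29 (-1.83) to Rpl7l1 (-0.35). Of 78 mitochondrial ribosomal genes, 61 were called lower (median -0.99, camera adjusted p = 2.44e-20), and of 86 nuclear-encoded respiratory chain genes 76 were called lower (median -1.22, camera adjusted p = 9.27e-32), from Uqcr11 (-1.76) to Ndufs1 (0.26). The score of the respiratory chain list fell from 8.16 ± 0.175 (SD, n = 4) to 7.04 ± 0.0903 (SD, n = 4). The 13 genes of the mitochondrial genome had a median of -1.08 (camera adjusted p = 4.83e-06), from mt-Nd1 (-1.32) to mt-Nd5 (-0.43); with quantile-normalized values this list was no longer called (median -0.14 against all genes). Spliceosomal genes had a median of -0.89 (camera adjusted p = 1.41e-06), from Snrpg (-1.50) to Sf3a1 (0.090). Neuropeptide genes had a median of -1.34, with 26 of 30 called lower (camera adjusted p = 1.19e-08). Their score fell from 4.20 ± 0.155 (SD, n = 4) to 2.82 ± 0.117 (SD, n = 4). Pdyn, the highest member, did not differ (0.12, edgeR adjusted p = 0.25). Blood genes had a median of -2.16 (7 of 7 called lower), ependymal genes -1.09 (9 of 11) and hypothalamus genes -1.15 (9 of 11). The lowest blood gene was Hbb-bs. The values ranged from Ccdc153 (-1.31) to Foxj1 (-0.0050) among ependymal genes and from Oxt (-1.70) to Hdc (-0.79). The ependymal and hypothalamus lists were no longer called with GC and length offsets (medians of -0.71 and -0.44 against all genes; -0.69 and -0.44 with the block), longest transcript offsets (-0.53 and -0.36) or 1 surrogate variable (-1.10 and -1.21, adjusted p of 0.0563 and 0.0975).

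Lists that rose were synaptic and neuronal lists and that of reactive astrocyte genes, besides the genes that the study names as higher. Postsynaptic genes had a median log2 fold change of 1.30, with 34 of 42 called higher and none called lower (camera adjusted p = 3.68e-15), and their score rose from 4.95 ± 0.143 (SD, n = 4) to 6.27 ± 0.124 (SD, n = 4). Presynaptic genes had a median of 0.96, with 23 of 36 called higher and 1, Rab3a (-0.72), called lower (camera adjusted p = 2.83e-09). Their score rose from 6.48 ± 0.122 (SD, n = 4) to 7.45 ± 0.0825 (SD, n = 4). Dlg4, the lowest postsynaptic member, was at -0.22 with TMM, above 0 with library size only (0.11) and quantile normalization (0.27), and called lower with GC and length offsets (-0.86; -0.87 with the block) and longest transcript offsets (-0.72). Excitatory neuron genes had a median of 0.85, from Nrgn (-1.01) to Camk2a (2.33), and cerebellum genes 0.79, from Pcp2 (-0.98) to Cbln3 (1.85). Reactive astrocyte genes had a median of 1.33 with 8 of 14 called higher and 2 called lower (camera adjusted p = 0.0072), from Hspb1 (-1.44) to the complement gene C4b (1.70). The lists of study-named genes above made up the remainder of the 16.

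**Figure D3:**
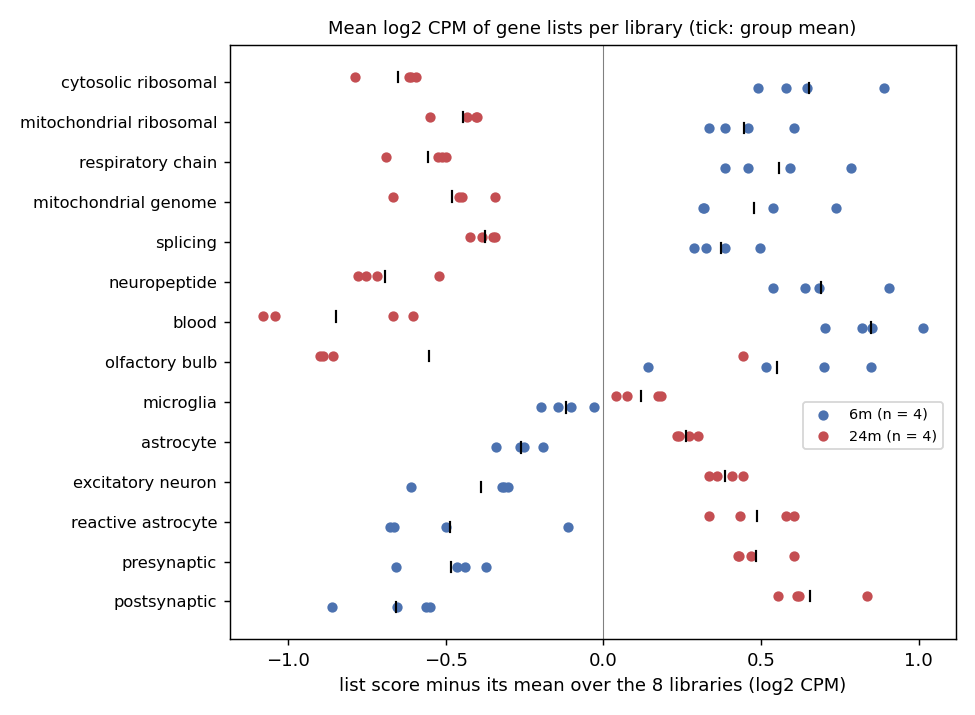
Mean log2 CPM over the genes of 14 lists for each library, shown as the difference from the list's mean over the 8 libraries; points are libraries and ticks group means (n = 4 per age group). In the olfactory bulb list 1 aged library, replicate 4, lies among the 6m libraries; in the other 13 lists the age groups do not overlap.

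The other 19 lists were not called by camera. Fry called 28 of the 35 lists, among these 19 the astrocyte, microglia, disease-associated microglia, oligodendrocyte, oligodendrocyte precursor, pituitary, striatal neuron, olfactory bulb, immediate early, neurogenesis, sex label and X-linked lists. Astrocyte genes had a median of 0.28 (camera adjusted p = 0.0761; called, with medians against all genes, with quantile-normalized values at 0.57, library size only at 0.27, no filter at 0.29, longest transcript offsets at 0.37, without 6m replicate 4 at 0.29 and without 24m replicate 4 at 0.30), microglia genes 0.20 (against all genes 0.12 without 6m replicate 2 or 24m replicate 3), disease-associated microglia genes 0.41 (camera adjusted p = 0.228; called with each kind of offsets), oligodendrocyte genes 0.19, oligodendrocyte precursor genes 0.49 and immediate early genes 0.30; for each of these 6 lists the scores of all 24m libraries lay above those of all 6m libraries. The median of disease-associated microglia genes depended on which of them passed the filter: against all genes it was 0.14 with filterByExpr, and 0.17, 0.13, 0.12 and 0.21 without 24m replicates 1 to 4, where 18 of 20 genes passed, while with the same 20 genes kept in all it lay between 0.30 and 0.48 with any 1 library left out. With quantile-normalized values the microglia median was -0.0048 against all genes. Pituitary genes had a median of -1.65, but only 4 of 10 listed genes were tested. Olfactory bulb genes had a median of -1.10, with scores of 3.52 ± 0.306 (SD, n = 4) in 6m and 2.42 ± 0.662 (SD, n = 4) in 24m that overlapped because of 24m replicate 4 (exact permutation p = 0.0571). The list was called by camera without 24m replicate 4 (median of -1.24 against all genes), without 6m replicate 4 (-1.10), with library size only (-1.11), no filter (-1.09) and the replicate block (-1.13). Endothelial (-0.13), pericyte (-0.10), neurogenesis (-0.091), collagen matrix (-0.14) and choroid plexus (0.0051) genes had list scores that overlapped between the age groups. In 3 lists the median and the mean differed in sign: immune and complement genes (median -0.20, mean 0.067, camera direction up), inhibitory neuron genes (median -0.057, mean 0.078, camera direction down) and striatal neuron genes (median -0.0033, mean 0.36, camera direction up).

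The study asked whether expression from the sex chromosomes changed with age. The 511 tested X-linked genes had a median log2 fold change of 0.37 and 204 were called higher and 75 lower, but the list was not called by camera (adjusted p = 0.147). It was called by fry and with GC and length offsets, with or without the replicate block. The X-linked list score rose from 2.91 ± 0.0911 (SD, n = 4) to 3.36 ± 0.109 (SD, n = 4). These scores did not overlap between the age groups (exact permutation p = 0.0286, adjusted p = 0.0385). The share of all counts on X was 2.60% ± 0.0200 (SD, n = 4) in 6m and 2.76% ± 0.0806 (SD, n = 4) in 24m (exact two-sided permutation p = 0.0286). Over the effective library size with TMM the share was lower in 24m by 0.449 percentage points (exact permutation p = 0.0286); that scaling multiplies all genes of a library alike and is not specific to X. Without any 1 of the 6m libraries the difference over all counts was 0.156 to 0.170 percentage points, against 0.160, and the exact p, coarser with 3 against 4 libraries, was 0.0571. The share on Y was 0.0017% ± 0.000481 (SD, n = 4) in 6m and 0.0030% ± 0.000558 (SD, n = 4) in 24m (exact permutation p = 0.0286), and without 24m replicate 4 the difference of 0.000986 percentage points no longer passed (exact permutation p = 0.0571). The 5 tested Y-linked genes had a median of 0.63 and were not called as a list (camera adjusted p = 0.533). Their list scores overlapped between the age groups (exact permutation p = 0.0857). The sex label genes on Y were detected in every library, as the male label requires: Kdm5d (0.63; not called without 6m replicate 4, 0.54, or 24m replicate 4, 0.55), Uty (1.15), Ddx3y (1.199) and Eif2s3y (-0.24, edgeR adjusted p = 0.272; above 0 with library size only, 0.073). The gene Kdm5d was also not called with quantile normalization (0.27), glmTreat (adjusted p = 0.323), thinning (0.57) or 1 surrogate variable (0.57), and was below 0 with each kind of offsets. The gene Eif2s3y was called lower with quantile normalization (-0.59), GC and length offsets (-0.98; -0.96 with the block) and longest transcript offsets (-0.81). As a list, the sex label genes had a median of 0.89 and were not called (camera adjusted p = 0.487). Their list score rose from 1.93 ± 0.317 (SD, n = 4) to 2.60 ± 0.274 (SD, n = 4), without overlap (exact permutation p = 0.0286, adjusted p = 0.0385). All 4 tested sex label genes are also among the 5 tested Y-linked genes, whose scores overlapped. The scores of these lists are therefore not separate results, and the separation depends on which Y-linked genes are included.

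The study relates transcript length and GC content to age changes. For isoforms of the same gene, it reported that those higher with age tended to be longer and to have more GC, except in the 3′ untranslated region. It also reported a positive correlation of gene length with expression levels. The values here compare genes and not isoforms, and their relation to GC has the opposite sign. Across 15478 tested genes with annotation, the log2 fold change correlated with exonic length (Spearman rho 0.491) and with exonic GC share (rho -0.368). Genes are not independent replicates, so the tested quantity is the rho within each library. That rho uses deviations from the mean of all libraries, so opposite signs in the age groups are a single contrast. In these tests rho with exonic length was -0.438 ± 0.0349 (SD, n = 4) in 6m and 0.444 ± 0.0350 (SD, n = 4) in 24m, and rho with GC was 0.308 ± 0.130 (SD, n = 4) in 6m and -0.321 ± 0.122 (SD, n = 4) in 24m (exact two-sided permutation p = 0.0286 for each of these 2 relations). Adjusted for each other and for mean expression, the difference between groups in rho with length was 0.812 against 0.881 unadjusted, and that in rho with GC was -0.207 against -0.629, which no longer passed (exact permutation p = 0.0571). The median log2 fold change rose in each decile of exonic length, from -0.86 in the shortest genes (47 to 2212 bases) to 0.77 in the longest (12569 to 123193 bases). In the shortest decile 62.7% of genes were called lower and 4.20% higher, and in the longest 4.78% lower and 57.98% higher.

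**Figure D4:**
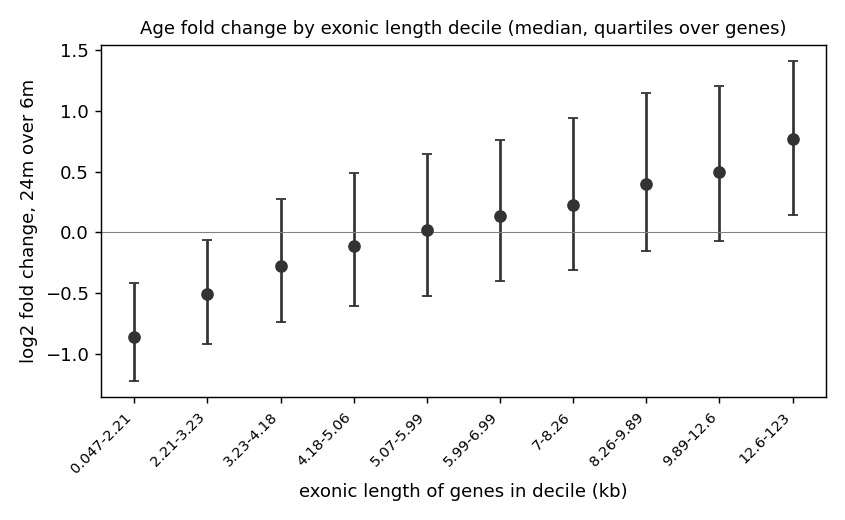
Median log2 fold change of 24m over 6m (points) with the first and last quartile over genes (bars), for the tested genes in 10 bins of equal size by exonic length in kb. The median is below 0 in the 4 bins of shortest genes and above 0 in the 6 bins of longest genes.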

Values the study reported

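In its first cohort, the study reported 3936 upregulated transcripts (∼56%) and 3114 downregulated transcripts (∼44%) in the aged brain at an adjusted p-value of at most 0.05 and an absolute log2 fold change of at least 0.58. Between the first cohort and the second, which is the one described here, it reported a Spearman ρ of 0.88. For the overall expression of X- and Y-chromosome genes between the ages it reported p-values of 0.98 and 0.52.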

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

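Of the tests in this part, the one of the 4 lists of neighbouring tissues was planned before the data were examined, and those on 24m replicate 4 and on olfactory bulb genes alone were chosen after the results were seen. In 132 sets of 4 libraries (library measures, list scores, length and GC relations, PC1 scores and CPM of the genes with the largest changes, the smallest p or a sex label), the gap of the highest or lowest library to its nearest neighbour, as a share of the range, was compared with Dixon's 95% critical value for 4 values. In 14 of them 1 library lay apart. Chance flags about 1 in 20 groups, and the measures overlap, so a part of these is chance; 10 of the 14 concerned the same library, 24m replicate 4.

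On PC1, 24m replicate 4 scored 76.7 against 48.9 to 53.4 in the other aged libraries. Its rho with genomic gene span was 0.546 against 0.453 to 0.466. Its scores of cytosolic ribosomal genes (7.66 against 7.83 to 7.85) and of respiratory chain genes (6.91 against 7.08 to 7.10) were the lowest of all libraries, and its CPM of Lmbrd2 (11.6 against 5.14 to 5.82) and Ppp1r9a (55.7 against 32.2 to 35.8) the highest. These values lie farther along the age difference, not between the age groups. A mislabelled or mixed sample is argued against, since its distance to the mean 6m score on PC1, 134.6, was the largest of the aged libraries. Depth is argued against too, since its total count of 20.7 M lay inside the range of the other 3. Immune and complement genes went the other way, with a score of 4.06 against 4.44 to 4.50. What stays open is a difference in RNA quality or library preparation of this animal, and a stronger age effect in it, for which no further value is at hand.

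Olfactory bulb genes set 24m replicate 4 apart in another way, with a list score of 3.41 against 2.07 to 2.11 in the other aged libraries, inside the range of the 6m libraries. Doc2g was at 30.4 CPM against 5.05 to 6.34 CPM, and S100a5 at 4.66 CPM against 0 to 0.0881 CPM. A candidate explanation is dissection: hemispheres of 3 aged animals may have carried less olfactory bulb than the others. The gap inside 24m, 1.30 on the log2 scale, was larger than the age difference of the list score, -1.10, but the library that makes the gap also shrinks that difference, which was -1.43 without it, so this comparison does not decide on dissection. Of 12 tested genes of this list, 11 had a mean of at least 1 CPM in 6m and 4 are also in another list; how much of the signal comes from other regions was not measured. An age effect on olfactory bulb genes is not excluded and cannot be separated with 4 animals per group. Over the 4 lists of neighbouring tissues (choroid plexus, pituitary, olfactory bulb and blood), the largest gap inside an age group exceeded the age difference in 2 lists, olfactory bulb and choroid plexus. For choroid plexus this was because the age difference itself was 0.11, and no library was set apart there, so the count does not bear on dissection. The pituitary and blood lists moved alike in all libraries of an age, and for the lists together dissection remains undecided. S100a5 also varied in 6m, with 21.05 CPM in replicate 1 against 9.26 to 11.2 CPM in the others.

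The remaining values were scattered. The total count of 24m replicate 3 was 25.02 M against 19.96 M to 20.7 M (units of 1e6 counts) in the other aged libraries; thinning all libraries to the smallest total left 7866 called genes, of which 7687 were also called at full depth. In 6m replicate 4, the score of excitatory neuron genes was 4.22 against 4.51 to 4.53, and Cartpt was at 89.8 CPM against 57.7 to 61.4 CPM. Both values lie away from the aged libraries, as does the PC1 score of this library. On the leading component within 6m, described further below, it scored -37.5 against -2.75 to 23.5 in the other 6m libraries. With 132 sets examined some values of this kind arise by chance; whether these did was not tested, and no biological explanation was tested for them.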

How the results depend on the processing

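The GC and longest transcript offsets, and the sex chromosome shares over the effective library size or over tested genes, were chosen after the data had been seen; the other alternatives were planned. Apart from leaving out libraries, 1925 values were recomputed. Of these, 1734 kept their direction and their side of the threshold (or stayed within 1.5 times for a count, within the 95% binomial interval for the share of called genes that were higher, and within 1 SD of the values with 1 library left out for PC1), 79 lost a call, 45 gained one, 24 moved and 43 changed sign, 40 of them of named genes. Of 1088 values with 1 library left out, 1050 were kept and 7 changed sign, all of Foxj1 and Uqcrc2, which were near 0 throughout. No gene called both with and without an alternative changed sign.

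Called genes numbered between 5727 (glmTreat) and 8137 (no filter) apart from 11096 with no fold change minimum, and between 7344 (without 24m replicate 4) and 8141 (without 6m replicate 2) with 1 library left out. The genes lower in 24m were 1847 with library size only, 5425 with no fold change minimum and 2405 with glmTreat, against 3610. By construction glmTreat and the absence of a minimum change the criterion, and library size only shifts all genes by a median of 0.33. DESeq2 called 7833 genes, limma-voom 8005, and the offsets 6896, or 6325 with the longest transcript (4522 shared with the calls without offsets).

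The replicate number as a block gave 7864 called genes, and 6778 with GC and length offsets. The deviations of same-numbered libraries from their group means correlated at 0.073, -0.134, -0.149 and -0.338, so the numbers do not pair the animals, and the block is an arbitrary grouping.

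Lists called higher were 12 with the offsets, 12 with the replicate block and offsets, 13 with longest transcript offsets, 15 with fry and 0 with camera's estimated correlation, against 6; lists called lower were 0 with the estimated correlation, against 10. That alternative left the medians against all genes as they were: cytosolic ribosomal -1.34, mitochondrial ribosomal -0.998, respiratory chain -1.23, presynaptic 0.95, postsynaptic 1.29 and neuropeptide -1.34. It lost the calls because the estimated correlations within the lists were as high as 0.828, in the cytosolic ribosomal list, against the preset 0.01. X-linked genes were called with the offsets (0.28), with the block and offsets (0.28) and with fry (0.37), and Y-linked genes were at -0.0091 with longest transcript offsets; the causes were not tested. Microglia genes were at -0.0048 with quantile-normalized values. Of the list scores, 79 of 80 values under other settings and 159 of 160 with 1 library left out were kept: the Y-linked score separated the groups with library size only (0.90), and the olfactory bulb difference ranged from -1.43 to -0.99 with 1 library left out and passed without 24m replicate 4 (-1.43).

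PC1 carried 90.2% of the variance of the 500 and 87.7% of the 2000 most variable genes, 84.7% of quantile-normalized values, 77.7% with a prior count of 0.5 and 84.1% with 5, and 80.0% to 83.3% with 1 library left out. The difference in rho with GC was -0.207 given length and expression. The share of counts on X was lower in 24m over the effective library size (-0.449), and that on Y was 0.000745 percentage points higher, no longer past the threshold; with 1 library left out the differences ranged from 0.122 to 0.186 on X and from 0.000986 to 0.0014 on Y. The Y share did not pass without 24m replicate 4 (0.000986), and the X share did not without any one of the 6m libraries, though its difference stayed between 0.156 and 0.170.

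Named genes that changed sign with GC and length offsets were Snap25 (-0.097), Ncam1 (-0.0015), Dicer1 (-0.15), App (-0.034), Uqcrc2 (-0.18), Kdm5d (-0.24), Foxj1 (0.44), Mrps31 (-0.078), Ndufs1 (-0.49) and Sf3a1 (-0.25). With the block and offsets they were Snap25 (-0.092), Dicer1 (-0.16), App (-0.033), Uqcrc2 (-0.17), Kdm5d (-0.24), Foxj1 (0.46), Mrps31 (-0.076), Ndufs1 (-0.49) and Sf3a1 (-0.25). With longest transcript offsets they were Hnrnpu (-0.082), Ncam1 (-0.20), Dicer1 (-0.28), App (-0.11), Uqcrc2 (-0.084), Kdm5d (-0.33), Foxj1 (0.34), Ndufs1 (-0.19) and Sf3a1 (-0.49). Other genes named in the text lost their call with the offsets: Hspb1, Pcp2, Rab3a, Uty and Ube3a with each of the 3 kinds, Oxt with GC and length or longest transcript offsets, Ddx3y with GC and length offsets with or without the block, and Doc2g with the block and offsets. Nrgn and Rab3a lost it with quantile normalization, Hdc with library size only and glmTreat, and Rab3a with library size only. By construction the offsets take away the part of a change that other genes of like length and GC share. With library size only, Eif2s3y (0.073), Foxj1 (0.32) and Dlg4 (0.11) changed sign, and with quantile normalization Dlg4 (0.27). Uqcrc2 was at -0.0034 with DESeq2 and -0.0033 with DESeq2 size factors. Foxj1 was at 0.027 with upper quartile factors, 0.024 with no filter, 0.013 with filterByExpr, 5.0e-05 with the replicate block, 0.041 when thinned and 0.051 with 1 surrogate variable. With 1 library left out, Foxj1 ranged from -0.10 to 0.13 and Uqcrc2 from -0.011 to 0.066; the causes were not tested.

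Depth differed between the age groups, but thinning every library to 13.9 M counts (units of 1e6) kept 7866 called genes, of which 7687 were also called at full depth. What depth limits is genes near the filter: S100a5 was at 0 to 0.0881 CPM in 3 aged libraries, so that its fold change without 24m replicate 4 rests on counts near 0.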

Other observations

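Of the tests in this part, those on other splits of the libraries, on thinning, on ribosomal, respiratory chain and synaptic lists with offsets, on histone genes and on the spread of the length relation were planned before their result was seen; the matched random lists, with all libraries or with 1 left out, the slopes on length and GC share, the count of genes called with and without offsets, the separation of the age groups as wholes and the leading component within age groups were chosen afterwards.

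Chance is argued against for the number of called genes. Of the 35 splits of the 8 libraries into 4 and 4, 1 gave as many, the age split itself. That share, 1 of 35, is the smallest these splits allow. The other 34 gave 0 called genes each by edgeR. They had a median of 117.5 and at most 1217 genes at an unadjusted p under 0.05, against 11425 in the age split. Each of these 34 mixes the ages inside its groups, which adds to the spread there. Their counts of 0 are therefore no measure of chance alone. The 37 study-named genes called in the named direction, a number that 1 of 35 splits reached, are a part of these calls and give no separate test, since no other split had a called gene. For the number of lists called by camera, 13 of 35 splits gave 16 lists or more, the age split included, so chance cannot be excluded by this count. It is no clean measure of chance, since 11 of these 13 were among the 16 splits that put 3 libraries of an age on the same side and so keep a part of the age difference. The 18 splits with 2 libraries of each age on both sides do not, and in them camera called between 1 and 16 lists, with a median of 6.5, although none gave a called gene. The preset correlation of 0.01 lies far below the estimated one in ribosomal (0.828) and respiratory chain lists (0.751). Camera p-values here therefore carry little information on animals. The exact test of list scores is over animals, but it asks only whether a list separates the ages. The CPM ranges of 66.1% of tested genes did so singly, so that test does not show a change specific to a list. The difference in library size is argued against as the cause of the gene calls, since 7866 genes were called after thinning to equal totals, 7687 of them also at full depth.

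The dominant feature of the data was that long genes rose and short genes fell. Per library, the lowest rho with exonic length in 24m exceeded the highest in 6m by 0.815, while the widest range inside an age group was 0.0791. Because rho ignores the size of a deviation, the range inside a group is compressed, and slopes of log2 CPM on log2 exonic length were compared too. There the gap between the age groups was 0.339 and the widest range inside a group 0.123. Variation in RNA quality or library quality from animal to animal, unrelated to age, is thus argued against as the source of the separation by length, though not as a source of spread inside the groups. For slopes on GC share the gap, 0.0297 per percentage point, was smaller than the widest range inside a group, 0.0358, so for GC it stays open. In these libraries, a difference in RNA quality or library preparation between the age groups as wholes cannot be told apart from an effect of age. The labels give no batch, and no library of one group comes near the other. The study reported similar changes in its first cohort and used another facility for the second to guard against a bias from the place of processing. That cohort was not analysed here, so whether its age groups share such a difference stays open. In partly degraded RNA, poly(A) selection loses the 5′ part of long transcripts, so lower integrity in the 6m samples could produce such a trend, as could a real change in transcript abundance by length.

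The leading component among animals of the same age gives a hint on this. Within 6m it carried 48.9% of the variance between the 4 libraries, and its gene weights correlated with the age log2 fold change at a Spearman rho of 0.548 across genes; within 24m the values were 54.8% and 0.588. The 2 components, from separate animals, correlated with each other at 0.483, and with the length of the longest transcript at 0.319 and 0.397. In 50 simulations without such a component the correlations with the fold change were at most 0.0154 and 0.0217. The genes of real libraries are more strongly correlated than simulated ones, so the range is a lower bound for chance. These values are consistent with a hypothesis that the axis that separates the ages also varies between animals of one age, with 6m replicate 4 and 24m replicate 4 at opposite ends. Sample quality may move along such an axis, and so may differences in biological age; neither was tested, and no measure of RNA integrity was used here.

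As modelled by the offsets, length and GC content did not account for the whole of the age difference. Of the 7983 called genes, 5066 were also called with exonic length offsets and 4522 with longest transcript offsets. Some calls would be shared by chance alone, and that number was not computed. The log2 fold change correlated more with the longest transcript (Spearman rho 0.565) than with exonic length (0.491), so exonic length offsets can leave a part of the trend. Values below given with offsets are those for exonic length. The medians of cytosolic ribosomal, mitochondrial ribosomal and respiratory chain genes against all genes stayed at -0.87, -0.80 and -0.87, and those of presynaptic and postsynaptic genes at 0.59 and 0.74, each with a camera adjusted p under the threshold (the largest was 2.83e-06). Neuropeptide genes kept less of their fall, at -0.54 with the offsets (camera adjusted p = 0.00202) against -1.34 without them. Among 10000 random lists, in which each gene was replaced by 1 of its 50 nearest genes in length, GC and expression, the median for cytosolic ribosomal genes was -0.80, against -1.33 observed, and none of the 10000 lists was as low. The same was seen for mitochondrial ribosomal (-0.36 against -0.99) and respiratory chain genes (-0.62 against -1.22). It was not seen for the mitochondrial genome, where matched lists had a median of -0.84 against -1.08 and 947 of 10000 were as low; the matched genes were longer (2031 against 784 bases), so the comparison does not decide, and with the offsets this list stayed at -0.77 against all genes (camera adjusted p = 4.51e-04). Lists matched to presynaptic genes had a median of 0.18 against 0.96 and those matched to postsynaptic genes 0.37 against 1.30, with none as high. Lists matched to neuropeptide genes had a median of -0.72 against -1.34, with none as low, though the matched genes were longer (1620.5 against 1243 bases). So genes matched to the ribosomal list fell by 0.80 on the log2 scale, and those matched to the presynaptic list rose by 0.18. The length matched was that of the longest annotated transcript, which need not be the one expressed. Other protein-coding genes with a longest transcript of 400 to 800 bases had a median of -1.17. How much of the fall of ribosomal genes goes with length is therefore not settled. The offsets and the matching remove only what they model, and coordinated genes can also share a technical property that was not measured here. Matched lists, here and below, draw each gene by itself, so their counts describe spread over genes and not over animals.

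The study-named genes were also beyond their matched lists. The median for the genes named as higher was 2.10, against 0.44 in matched lists, and for those named as lower -1.06 against -0.35; 0 and 1 of the 10000 lists were as extreme. Length and GC alone are therefore argued against for the directions as a set, although App, Dicer1, Ncam1 and Snap25 were at or below 0 with the offsets.

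Glial activation genes rose although genes of their length and expression fell. Matched lists had a median of -0.24 for reactive astrocyte genes, against 1.33 observed, and of -0.42 for disease-associated microglia genes, against 0.41. Of 10000 lists, 0 and 4 were as high. These counts do not measure spread over animals, and without offsets camera did not call the disease-associated microglia list (adjusted p = 0.228). With any 1 library left out and the same genes kept, the median of disease-associated microglia genes lay between 0.30 and 0.48, and at most 5 of 10000 matched lists were as high; with the filter applied anew, 18 of the 20 genes were left without any one of the 24m libraries, and the median against all genes was 0.12 to 0.21 there. The trend with length and GC is argued against as a source of this rise and would hide a part of it: with the offsets the list of disease-associated microglia genes reached 0.67 and was called by camera (adjusted p = 0.00202). Outside the naming rule and chosen after its values were seen, Cst7 rose by 3.46 on the log2 scale (edgeR adjusted p = 2.69e-07), from 0.241 CPM to 2.69 CPM. Of the 14 and 20 tested genes of these lists, 4 and 3 are also in another list. More glial cells, more RNA per cell and a residual technical trend remain open; the list of general microglia genes rose less (0.20; against all genes 0.12 without 6m replicate 2 or 24m replicate 3).

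Blood genes fell in all aged libraries. Random lists matched to them had a median of -0.92, against -2.16 observed, with none of 10000 as low, so the length trend is argued against as the only source, though the matched genes were longer (median transcript 1705 against 1246 bases). The globin genes, the most abundant of the list, went from 1074 CPM ± 160.6 (SD, n = 4) to 219.6 CPM ± 40.2 (SD, n = 4) for Hbb-bs. Less blood left in the tissue of the aged animals and fewer globin transcripts per blood cell remain open, as does age itself.

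Weaker poly(A) selection in 1 age group was examined with 61 replication-dependent histone genes, whose messages lack a poly(A) tail, selected by symbol. Their median log2 fold change was -1.23, below matched lists (-0.82), but the matched genes were longer (1307 against 534 bases), which leaves the comparison undecided. Between 400 and 800 bases, 31 histone genes had a median of -1.31 and 170 other protein-coding genes -1.17, with overlapping quartiles (-1.49 to -1.16 and -1.48 to -0.70). Histone genes share reads between copies and follow cell division, so poly(A) selection and gene length cannot be told apart for them.

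The exact permutation tests of the shares of counts on X and on Y gave a p of 0.0286 each. Both are lower than the values quoted from the study above, which came from another test, with no cohort named beside them. Over the effective library size the X share was lower in 24m (-0.449 percentage points) and the Y share no longer passed (exact permutation p = 0.0857), and neither list was called by camera (adjusted p of 0.147 and 0.533). The X-linked list scores were higher in 24m without overlap (exact permutation p = 0.0286), while the Y-linked list scores overlapped (exact permutation p = 0.0857).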
